# Identification of microRNA Transcriptome Involved in Bovine Intramuscular Fat Deposition

**DOI:** 10.3389/fvets.2022.883295

**Published:** 2022-04-15

**Authors:** Susan K. Duckett, Maslyn A. Greene

**Keywords:** beef, marbling, microRNA, mRNA, intramuscular fat content

## Abstract

**Background:**

Intramuscular fat deposition in beef is a major determinant of carcass quality and value in the USA. The objective of this study was to examine changes in microRNA (miRNA) transcriptome that are involved with intramuscular fat deposition with time-on-concentrates (TOC). Yearling steers were individually fed a high concentrate diet and changes in intramuscular fat deposition were monitored by real-time ultrasound at 28 to 33 d intervals. Longissimus muscle biopsies collected on d 0, 92 and 124 TOC to examine changes in miRNA transcriptome that are involved in intramuscular fat deposition.

**Results:**

Steer body weight increased (*P* < 0.0001) at each weigh day during TOC. Fat thickness increased (*P* < 0.005) from d 28 to 124. Ribeye area was larger (*P* < 0.001) on d 124 than d 61, which was larger than d 0 and 28. Ultrasound intramuscular fat content was greater (*P* < 0.001) on d 92 and 124 compared to d 0, 28 or 61. Sequencing of the muscle biopsy samples identified one miRNA, bta-miR-122, that was up-regulated (*P* < 0.005) at d 92 and 124 compared to d 0. At d 92 TOC, mRNA expression levels of fatty acid binding protein 4 (FABP4) and elongase 6 (ELOVL6) were up-regulated (*P* < 0.01) compared to d 0; whereas at d 124, lipogenic genes involved in *de novo* fatty acid synthesis, fatty acid transport, elongation and desaturation were highly up-regulated compared to d0.

**Conclusions:**

Small RNA sequencing identified bta-miR-122 as a potential miRNA of interest that may be involved in intramuscular fat deposition with increasing TOC. Increased intramuscular fat content, as measured by real-time ultrasound, combined with differential gene expression suggests that preadipocyte differentiation may be stimulated first, which is followed by a global up-regulation of lipogenic genes involved in *de novo* fatty acid synthesis that provide fatty acids for subsequent hypertrophy.

## Introduction

Marbling or intramuscular fat deposition in beef is a major determinant of carcass quality and value in the USA. Consumer demand for US Prime and branded Choice beef products is at an all-time high but only about 4% of carcasses reach the Prime quality grade (1). Beef producers are working to select genetics with higher genetic ability to marble and evaluating management systems that help produce a greater percentage of carcasses into the premium quality grades. Current premiums for carcasses grading Prime with a yield grade of 1 to 3 are $0.52/kg carcass weight or an additional $208 premium for a 400 kg carcass (2). Serial slaughter studies indicate that marbling deposition increases after 80 d on a high concentrate diet (3–6). Feeding high concentrates to steers upregulates key lipogenic genes and marbling deposition in early weaned calves (7, 8), normal weaned calves (9, 10) and yearling calves (11). Duckett et al. (3) found that intramuscular fat deposition doubled in the longissimus muscle between 86 and 112 d on concentrates with no change after that when fed for a total of 196 d on concentrates.

The transient increases in intramuscular fat deposition suggest that epigenetic adaptation may be playing a role in this process. microRNA (miRNA) are small, non-coding RNAs that play a role in post-transcriptional gene regulation. Research shows that miRNA expression differs between depot (12, 13) and finishing systems in beef cattle (12) and sheep (14). Others have identified specific miRNAs that can inhibit differentiation of ovine stromal vascular cells = (15). In a review article, Romao and co-workers (16) concluded that miRNA are involved in the adipogenic process in farm animals and that more research was needed to identify specific miRNA that regulate fat deposition. We hypothesize that key miRNAs are involved with increased intramuscular fat deposition with TOC. The objective of this study was to identify key miRNAs and changes in mRNA expression that coincide with enhanced intramuscular fat deposition during TOC.

## Materials and Methods

Experimental procedures were reviewed and approved by Clemson University Animal Care and Use Committee, AUP2020-001.

### Animals

Angus-cross, yearling steers (*n* = 7; 428 ± 22 kg BW; 12.3 mo of age) were selected from Clemson University Piedmont Research and Education Center. All steers were sired by the same Angus bull (Connealy Mentor 7374, +0.73 marbling EPD, 0.67 accuracy). Steers were weighed on consecutive days at the beginning and end of the experiment. Steers were individually fed using Calan gates and adjusted to high concentrate ration using step-up rations (Table 1). Steers were weighed and ultrasounded at about 28–33 d intervals during the study. A biopsy of longissimus muscle (LM) was obtained on d 0, 92 and 124 on concentrates. Steers were finished for 124 d (16.6 mo of age) and transported to a commercial packing plant for slaughter. Due to the Covid-19 pandemic, we were unable to enter the packing plant and obtain actual carcass data for this study.

**Table 1:** Composition of the high concentrate diet fed to steers in this study.

**Ingredient**	**Step 1^a^**	**Step 2^a^**	**Final^a^**
CPC Grower, %	50	33	0
Corn, rolled, %	40	54	80
Soybean meal, %	4.5	6.0	9
Limestone, %	0.25	0.3	0.5
Trace mineral pre-mix with Rumensin^b^, %	0.25	0.3	0.5
Oat hay, ground, %	5	6.7	10
**Nutrient Composition**			
Crude protein, %	13.2	13.3	13.4
NEm, mcal/kg			2.07
NEg, mcal/kg			1.40

a *Step1 and Step 2 rations were fed for 7 d each and then they consumed the final ration from d 15 to 124*.

b *Trace mineral premix composition: calcium, 0.67%; phosphorus, 0.33%; magnesium 0.15%; potassium, 0.56%; sulphur, 0.17%; copper, 22.78 mg/kg; manganese 72.49 mg/kg; selenium, 0.40 mg/kg; zinc, 98.12 mg/kg; monensin, 38.79 mg/kg*.

### Real-Time Ultrasound

Real-time ultrasound measures of fat thickness, ribeye area and intramuscular fat percentage were collected between the 12th- and 13th-ribs using an Aloka 500-V ultrasound (Corometrics Medical Systems, Wellingford, CT) equipped with a 17-cm, 3.5-MHz linear probe. The images were interpreted using Biosoft Toolbox (Biotronics, Inc., Ames, IA).

### Muscle Biopsy

Longissimus muscle needle biopsies were obtained on each steer at 0, 92 and 124 d on concentrate diet. Steers were briefly restrained in a mechanical chute and the LM from the 10^th^ rib to 13th rib region was shaved. A Bergstrom biopsy needle (Millennium Surgical, Bala Cynwyd, PA) was used to obtain about 200 mg from the center of the longissimus muscle. Muscle biopsy samples were trimmed of any external subcutaneous fat or epimysial connective tissue and then immediately frozen in liquid nitrogen. Biopsy samples were transported to Clemson University in liquid N_2_ and stored at −80°C until extraction. Skeletal muscle biopsy locations were taken at 11th rib on the left side (d 0), 11th rib on right side (d 92) and 12th rib on left side (d 124) to avoid sampling in a remodeled area.

### RNA Extraction

Total RNA was isolated from the muscle biopsy samples using the TriZol procedure (Invitrogen; Thermo-Fisher, Waltham, MA). RNA extracts were DNased (DNA-Free DNA removal kit, ThermoFisher). Total RNA was quantified using a NanoDrop One spectrophotometer (ThermoFisher) and quality assessed using Agilent Bioanalyzer (Agilent, Santa Clara, CA). The RNA integrity number (RIN) for all samples was 7 or greater.

### miRNA Sequencing

RNA samples (*n* = 12; 4 steers x 3 TOC/steer) were shipped on dry ice to PrimBio (Exton, PA) for small RNA sequencing. The four steers selected for the miRNA sequencing were closest to the treatment mean for IMF content at d 92 and d 124. Small RNA was enriched with the Total RNA-seq Kit v2 (ThermoFisher) according to manufacturer. Small RNA samples were run on an Agilent 2100 Bioanalyzer to assess yield and size distribution of the Small RNAs. cDNA libraries were constructed using Ion Total RNA-Seq Kit v2 (4479789; ThermoFisher). Small RNA (30 ng) was hybridized with Ion adapters in a thermocycler for 10 min at 65°C and 5 min at 16°C. Hybridized Small RNA was then incubated overnight at 16°C with ligation enzyme mix to ligate the Ion adapters. Hybridized samples were then mixed with a reverse transcriptase master mix and incubated at 70°C for 10 min, snap cooled, and incubated 42°C for 30 min to generate cDNA libraries. cDNA libraries were purified using nucleic acid binding beads and buffers according to the manufacturer protocol (Magnetic Bead Cleanup Module, 4479789, ThermoFisher). The purified cDNA libraries were amplified by PCR using Platinum PCR Super-Mix High Fidelity and indexed bar codes added with Ion Xpress RNA Barcode reverse and forward primers according to manufacturer. The quality of each final library was assessed using the Agilent^®^ dsDNA High Sensitivity Kit.

Approximately 50 pM of pooled barcoded libraries were used for templating using Thermo Fisher Ion 540 CHEF Kit (A30011) according to the manufacturer's protocol. Samples were assessed for polyclonal percentage using a Qubit 4 (Invitrogen, ThermoFisher). Samples were then loaded onto a 540 chip, placed into an Ion S5 sequencer, and run using an Ion Torrent Small RNAseq run plan. After completion of the proton run, the raw sequence files (fastq) were aligned to the bovine genome (bosTau4) reference sequences by the StrandNGS software using the default parameters. Aligned SAM files were used for further analysis. Quality control was assessed by the Strand NGS program, which determined the pre- and post-alignment quality of the reads for each sample. The aligned reads were normalized and quantified using the Quantile algorithm by the StrandNGS program. The total raw reads generated by sequencing was 87,994,733 with a minimum of 5,194,893 reads per individual sample and all samples had a Q20 of > 90%. Average read length was 22 nucleotides. Statistical analysis was performed using the ANOVA test to determine significant differentially expressed small RNAs by time-on-concentrate. After significant small RNAs were identified, significant fold change was determined and small RNAs that had a significant fold change of 1.3x or higher were identified.

### miRNA qPCR Validation

TaqMan miRNA reverse transcription kit (catalog no = 4366597, ThermoFisher) was used to convert miRNA to cDNA. TaqMan Small RNA Assay kit was used for has-miR-122-5p (catalog no = 4427975, assay no = 002245; ThermoFisher), which has the same sequence as bta-miR-122 (Table 2). Relative gene expression of miR-122 was analyzed using ANOVA by TOC (d0, 92, and 124) using GraphPad Prism 9.3.1 (18).

**Table 2:** miR-122 sequence alignment for *Bos taurus* (bta), *Ovis aries* (oar), and *Homo sapiens* (hsa).

miR-122 Mature Sequence (miRbase)	
bta-miR-122 (MIMAT0003849)	UGGAGUGUGACAAUGGUGUUUG
oar-miR-122 (17)	UGGAGUGUGACAAUGGUGUUUG
hsa-miR-122-5p (MIMAT0000421)	UGGAGUGUGACAAUGGUGUUUG
TaqMan assay hsa-miR-122-5p^1^	UGGAGUGUGACAAUGGUGUUUG

*TaqMan Small RNA Assay kit, catalog no = 4427975, assay no = 002245 (ThermoFisher)*.

### mRNA qPCR

RNA (1 ug) was reverse transcribed using qScript (QuantaBio, VWR) for qPCR (QuantStudio3 Real-Time PCR system, Applied Biosystems) using SYBR green (PerfeCTa SYBR Green SuperMix; QuantaBio) according to the manufacturer. Primers for genes involved in adipogenesis and lipogenesis were developed using PrimerQuest Tool (IDT, Coralville, IA) and sequences are listed in Supplementary Table 1. Several housekeeping genes (glyceraldehyde 3-phosphate dehydrogenase [GAPDH], β-actin [ACTB], ubiquitously expressed prefoldin like chaperone [UXT], and eukaryotic translation initiation factor 3 subunit K [EIF3K]) were evaluated using RefFinder, https://www.heartcure.com.au/reffinder/, (19) to identify that most stable housekeeping gene(s). The most stable housekeeping genes were EIF3K (comprehensive stability index, M = 1.86) and UXT (M = 2.28). The geometric mean of EIF3K and UXT was calculated (M = 1.19) and used for data normalization (20). Relative gene expression was calculated using the mean ΔC_T_ of the d 0 values and subjected to ANOVA to determine statistical differences by TOC using GraphPad Prism 9.3.1 (18).

### Statistics

Data were analyzed in a completely randomized design using the Mixed procedure of SAS (SAS Inst. Inc., Cary, NC) with time-on-concentrate in the model. Steer was the experimental unit. Least square means were generated and separated using a protected least significant difference test. Significance was determined at *P* < 0.05.

## Results

Performance of the steers across TOC for this study is shown in Table 3. Steer body weight (BW) increased (*P* < 0.0001) at each time of measurement (28–33 d periods) during TOC. Steers finished with an average 659 kg body weight (BW). Average daily gains were greatest (*P* < 0.0001) during period 2 (d 29–61) and lowest (*P* < 0.0001) during period 1 (d 0–28). Dry matter intake was greater (*P* < 0.0001) during period 3 (d 62–92) and 4 (d 93–124) compared to period 1 and 2. Dry matter intake was also greater (*P* < 0.0001) for period 2 than period 1. Feed efficiency was greater (*P* < 0.0001) during periods 1 and 2 than periods 3 and 4 due to higher gains and lower feed intake during the first half of the TOC feeding. Changes in subcutaneous fat deposition, ribeye area, and intramuscular fat deposition were measured during time-on-concentrates using real-time ultrasound to estimate carcass parameters. Fat thickness was similar between d0 and d28 TOC (Figure 1A); however, fat thickness increased (*P* < 0.001) at each TOC from d28 to 124 d. Ribeye area was larger (*P* < 0.001) on d 124 than d 61, which were larger than d 0 and 28 (Figure 1B). Ultrasound intramuscular fat content did not differ from d 0 to d 61 but was greater (*P* < 0.001) on d 92 and d 124 than d 0, 28 or 61 TOC (Figure 1C).

**Table 3:** Live weight, average daily gain (ADG), dry matter intake (DMI) and feed efficiency (Gain:Feed) for the steers fed concentrates over time.

	**Live weight, kg**		
d 0	428.2^e^		
d 28	464.2^d^		
d 61	546.8^c^		
d 92	611.7^b^		
d 124	659.4^a^		
SEM	8.79		
*P*-Level	0.0001		
	**ADG, kg/d**	**DMI, kg/d**	**Gain:Feed**
Period 1 (d 0–28)	1.28^c^	5.50^c^	0.228^a^
Period 2 (d 29–61)	2.50^a^	11.44^b^	0.220^a^
Period 3 (d 62–92)	2.09^ab^	14.09^a^	0.149^b^
Period 4 (d 93–124)	1.66^bc^	13.33^a^	0.124^b^
SEM	0.181	0.493	0.0158
*P*-Level	0.0001	0.0001	0.0001

**abcde:** *Means in the same column differ (P < 0.05) for that variable*.

**Figure 1:**
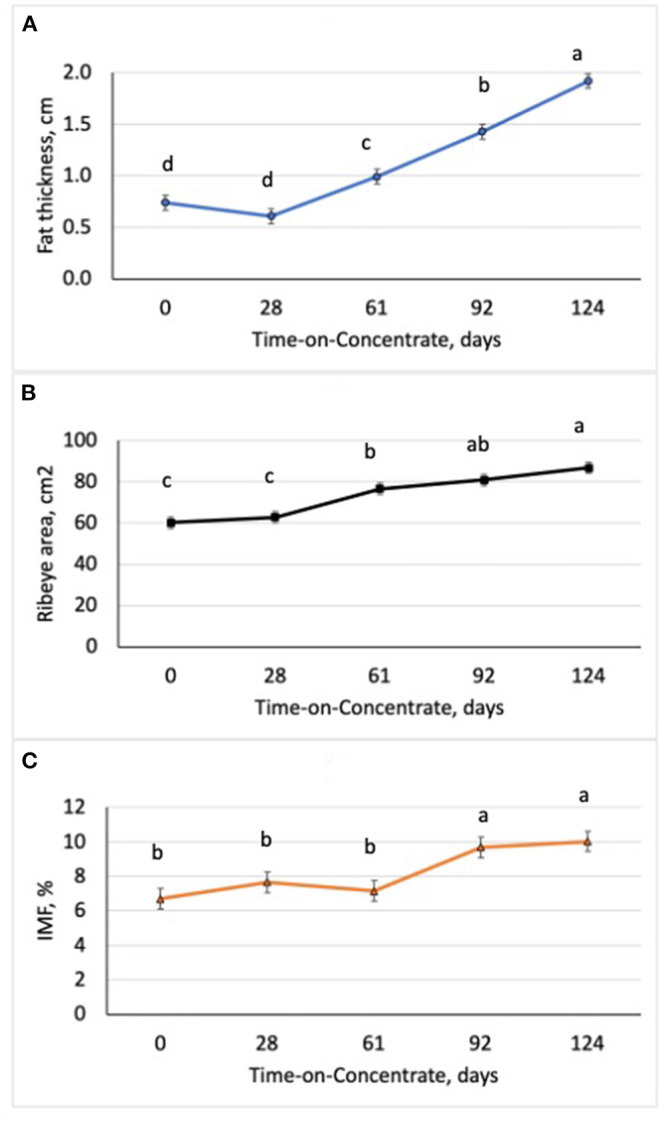
Changes in ultrasound fat thickness **(A)**, ribeye area **(B)**, and intramuscular fat content (IMF; **C**) in steers (*n* = 7/time) with increasing time-on-concentrates. ^abc^Means with uncommon superscripts differ (*P* < 0.01) for each graph.

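Small RNA from longissimus muscle biopsies of 4 steers was sequenced at d 0, d 92 and d 124 of time-on-concentrates, which gave 12 libraries, 4 per time. Each steer was sampled at every time, and the steers are numbered 1 to 4 here by their replicate number. The codes of the d 92 samples read d 90, and the paper's d 92 is used here. The biopsies came from the 11th rib on the left side at d 0, from the 11th rib on the right side at d 92 and from the 12th rib on the left side at d 124, so the site changes with the time. The authors aligned the reads to the bovine genome (bosTau4) and normalized them with the Quantile algorithm of StrandNGS, as the methods state, while the results name TPM. The deposited table holds 1 log2 value per feature and library, for 640 miRBase features and 2072 Ensembl features. Every feature's median over the 12 libraries had been subtracted, and normalized values under 1 had been set to 1, a floor that is 0 on the log2 scale. The subtracted medians were recovered from levels that the features share, so that a level in each library can be given beside a difference between times. No read counts are in the table, so the depth of each library is unknown here. The paper's total of 87994733 raw reads is a mean of 7332894 per library. Of the miRNA features with a recovered median, between 328 and 345 (median 342) were above the floor at d 0, between 321 and 346 (median 326) at d 92 and between 325 and 341 (median 337) at d 124. The times did not differ in this number (two-sided exact permutation test, p = 0.286 for d 92 against d 0 and p = 0.457 for d 124 against d 0). Differences between times were fitted with limma over all 12 libraries for the 368 miRNA features above the floor in at least 4 libraries. Adjusted p-values are Benjamini-Hochberg values over these 368.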

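At d 92 against d 0, limma with Benjamini-Hochberg adjustment called 0 of 368 miRNA features at an adjusted p under 0.05, and the smallest adjusted p was 0.465. At an unadjusted p under 0.05, 19 passed, where 18.4 are expected by chance, and all 19 also changed by 1.3-fold or more. Of these, 5 were higher at d 92 and 14 were lower. On all 1002 small RNA features, a set chosen after the values were seen, 45 passed, 20 higher and 25 lower. The feature bta-miR-122 (MI0005063) had a normalized level (log2) of 9.07 ± 1.15 (SD, n = 4) at d 0 and 10.53 ± 1.90 (SD, n = 4) at d 92. Its log2 fold change was 1.47 (standard error 0.83, adjusted p = 0.857 from limma), which is 2.76-fold. Between libraries taken without their steer, the difference was not larger than the spread (two-sided exact permutation test over 70 regroupings, p = 0.257). With the pairs kept, 4 of the 16 ways to exchange the times within steers gave a difference as large, in either direction. The 4 libraries at d 92 had levels of 9.46, 9.35, 9.95 and 13.36 in steers 1, 2, 3 and 4. Without d 92 replicate 4, the library of steer 4, the log2 fold change was 0.52. This was the alternative that moved it most.

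**Figure D1:**
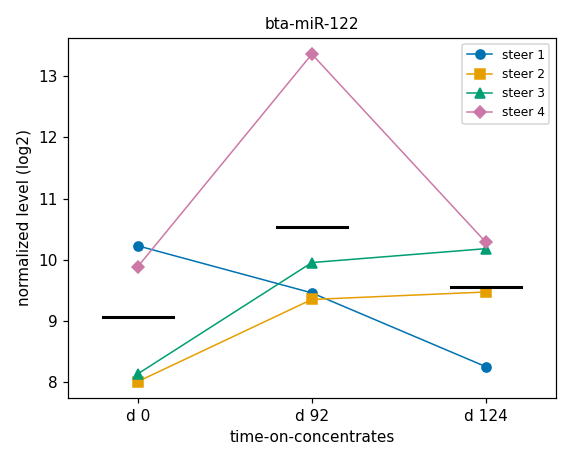
Normalized level (log2) of bta-miR-122 in each library against time-on-concentrates, with 1 line per steer and a black bar at the mean of each time (n = 4). The library of steer 4 at d 92, at 13.36, lies above the other d 92 libraries, which sit between 9.35 and 9.95.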

Sequencing of the muscle biopsy samples identified one miRNA, bta-miR-122, that was up-regulated (*P* < 0.005) by 6.72-fold on d 92 compared to d 0 (Table 4). 

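Of 6 miRNAs listed in Table 4, 5 changed in the listed direction at d 92 and 4 of these had an unadjusted p under 0.05 in limma (2 of 6 without d 0 replicate 4). Adjusted over the list alone, 4 had an adjusted p under 0.05, but the list was chosen on these libraries and is not independent evidence. Over all 368 miRNA features tested, 0 of the 6 did. The log2 fold change of bta-miR-449a was -1.51 (standard error 0.47, adjusted p = 0.465 from limma). For bta-miR-1197 it was -1.74 (standard error 0.67, adjusted p = 0.754 from limma) and for bta-miR-485 -1.61 (standard error 0.67, adjusted p = 0.755 from limma). For bta-miR-323 it was -1.00 (standard error 0.39, adjusted p = 0.754 from limma). The feature bta-miR-323 was lower at d 92 in 4 of 4 steers, and every d 92 library lay below every d 0 library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, and 0.15 after adjustment over the 21 comparisons listed in Tables 4 and 5). The features bta-miR-449a and bta-miR-1197 were also lower in 4 of 4 steers (exact p = 0.0571 for each), and bta-miR-485 in 3 of 4 (exact p = 0.0857). The level of bta-miR-2411 was 5.34 ± 0.41 (SD, n = 4) at d 0 and 5.45 ± 0.23 (SD, n = 4) at d 92. Its log2 fold change was 0.11 (standard error 0.29, adjusted p = 0.979 from limma), lower in 2 of 4 steers, and -0.093 without d 0 replicate 1. In the annotation of ARS-UCD2.0, another build than the one the authors aligned to, the genes of bta-miR-1197 and bta-miR-323 are neighbours, and that of bta-miR-485 lies between MIR668 and MIR453.

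**Figure D2:**
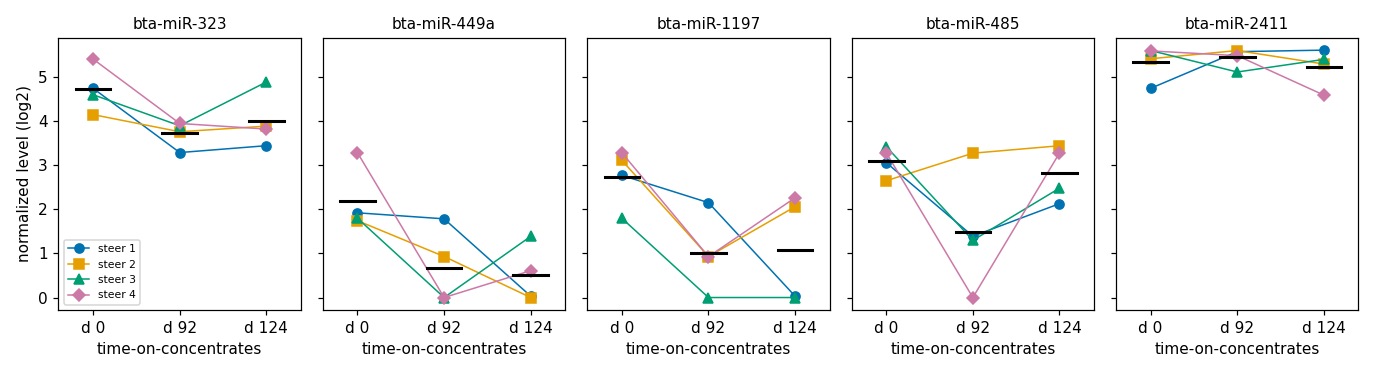
Normalized level (log2) of the miRNAs listed as lower at d 92, in each library against time-on-concentrates, with 1 line per steer and a black bar at the mean of each time (n = 4). A level of 0 is the floor of the normalized values. The levels of bta-miR-2411 sit between 4.59 and 5.61 at all times.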

Several miRNA were down-regulated (*P* < 0.05) at d 92 by −1 to −2 fold, which included miR-323, −449a, −1197,−485, and−2411. 

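For d 124 against d 0, limma called 0 of 368 miRNA features at an adjusted p under 0.05, and the smallest adjusted p was 0.276. At an unadjusted p under 0.05, 33 passed, where 18.4 are expected by chance, and all 33 also changed by 1.3-fold or more. Of 35 splits of the same libraries, the real split included, 7 gave 33 or more. These splits were run after the results were seen. Of the 33 features, 5 were higher and 28 were lower. Over all 1002 small RNA features, a set chosen after the values were seen, 81 passed, 43 higher and 38 lower. Of the 33, 8 are listed in Table 5. Without d 124 replicate 1, the library of steer 1, 20 passed. The level of bta-miR-122 at d 124 was 9.55 ± 0.94 (SD, n = 4). Its log2 fold change against d 0 was 0.48 (standard error 0.83, adjusted p = 0.942 from limma), which is 1.40-fold. It was higher in 3 of 4 steers, a difference within the spread between libraries taken without their steer (two-sided exact permutation test, p = 0.543). With the pairs kept, 10 of the 16 ways to exchange the times within steers gave a difference as large. Without d 0 replicate 1, 2, 3 or 4 the log2 fold change was 0.87, 0.13, 0.17 or 0.76, and without d 124 replicate 1, 3 or 4 it was 0.91, 0.27 or 0.24.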

At d 124, 8 miRNAs were up-regulated (*P* < 0.05) and 7 were down-regulated (*P* < 0.05) compared to d 0 (Table 5). miR-122 was up-regulated (*P* < 0.05) at d 124 by 3.8-fold compared to d 0. Other miRNAs that were up-regulated included miR-383,−2346,−144,−505,−142,−1248-1 and−1248-2. 

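All 15 miRNAs listed in Table 5 changed in the listed direction at d 124, 8 of them with an unadjusted p under 0.05 (3 without d 0 replicate 4) and 0 with an adjusted p under 0.05 in limma. Adjusted over the list alone, 2 had an adjusted p under 0.05, on the same libraries that the list came from. Among those listed as higher, bta-miR-2346 had a log2 fold change of 1.55 (standard error 0.46, adjusted p = 0.316 from limma). It was at the floor in 3 of 4 libraries at d 0, and its level at d 124 was 1.77 ± 1.06 (SD, n = 4). With log2(value + 10) the log2 fold change was 0.32. The feature bta-miR-383 had a log2 fold change of 1.61 (standard error 0.93, adjusted p = 0.698 from limma) and was higher in 4 of 4 steers (two-sided exact permutation test, p = 0.0857). The value was 0.99 without d 0 replicate 1, a library at the floor, and 0.54 with log2(value + 10). For bta-miR-1248-2, whose gene lies between MYO5A and MYO5C in the annotation of ARS-UCD2.0, it was 0.71 (standard error 0.30, adjusted p = 0.496 from limma). Its copy bta-miR-1248-1 had a log2 fold change of 0.23, and how the authors' counting divided reads between the copies is not given in the sources used here. Without d 0 replicate 1, 3 or 4 the value of bta-miR-1248-1 was 0.46, 0.13 or 0.12, and without d 124 replicate 1 or 4 it was 0.15 or 0.35. The log2 fold change of bta-miR-505 was 0.16 (standard error 0.35, adjusted p = 0.950 from limma). It was -0.090 without d 0 replicate 2 and -0.026 without d 124 replicate 4.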

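Among the miRNAs listed as lower at d 124, bta-miR-449a had a log2 fold change of -1.68 (standard error 0.47, adjusted p = 0.283 from limma) and was lower in 4 of 4 steers (two-sided exact permutation test, p = 0.0286). It was -0.37 with log2(value + 10). The same exact p was found for bta-miR-208b, whose log2 fold change was -0.97 (standard error 0.38, adjusted p = 0.496 from limma). Its gene lies between MYH7 and MYH6 in the annotation of ARS-UCD2.0. For bta-miR-196b, next to HOXA9 there, the log2 fold change was -1.16 (standard error 0.40, adjusted p = 0.468 from limma), and it was lower in 3 of 4 steers (exact p = 0.0857). For bta-miR-362-5p of Table 5 a log2 fold change of -0.60 was found (standard error 0.32, adjusted p = 0.676 from limma), lower in 4 of 4 steers (exact p = 0.0571), and -0.39 without d 0 replicate 4. After adjustment over the 21 listed comparisons, 0 of the exact p-values stayed under 0.05. The biopsies of d 124 came from another rib than those of d 0, so time and rib cannot be told apart in these comparisons.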

The down-regulated miRNAs included miR-196b,−208b,−196a-1,−326-5p,−196a-2,−449a, and−2411 from d 124 compared to d 0. The mature sequence of bta-miR-122 is identical to ovine (oar-miR-122) and human (hsa-miR-122-5p) sequences (Table 2). Validation of miR-122 expression was conducted by qPCR using the hsa-miR-122-5p TaqMan small RNA assay kit. Expression of miR-122 was up-regulated (*P* < 0.0001) by 217-fold at d 92 and 20.7-fold at d 124 compared to d0 values (Figure 2). These results confirm the miRNA sequencing results in that miR-122 was up-regulated at d 92 by a greater fold change than d 124. 

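In the sequencing libraries, the level of bta-miR-122 at d 124 against d 92 gave a log2 fold change of -0.98 (standard error 0.83, adjusted p = 0.974 from limma). It was lower at d 124 in 2 of 4 steers and higher in 2 (two-sided exact permutation test, p = 0.543). Without d 92 replicate 4 the log2 fold change was -0.040, and without d 124 replicate 1 it was -0.55. At d 124 against d 92, 0 of 368 miRNA features had an adjusted p under 0.05 in limma. At an unadjusted p under 0.05, 5 passed, where 18.4 are expected by chance, and all 5 also changed by 1.3-fold or more. The paper concludes that its qPCR and sequencing results match. It bases this on a rise against d 0 at both times in both methods, and on the larger rise at d 92. The qPCR values were not analysed here.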

The magnitude of the fold change as determined by qPCR is higher than small RNA sequencing which may be related to normalization procedures used for sequencing (transcripts per million) vs. for qPCR (C_T_ values for d0). Predicted targets of miR-122 (glycogen synthase 1 [GYS1], myocyte enhancer factor 2D [MEF2D] and forkhead box O3 [FOXO3]) were down-regulated at d 92 and up-regulated at d 124 (Figure 3).

**Table 4:** Differentially expressed miRNA in skeletal muscle biopsies at d92 on concentrates compared to d0.

**Gene ID**	***P*-Level**	**Regulation**	**Log FC^**1**^**	**miRBase**
bta-miR-122	0.0048	up	6.719	MI0005063
				
bta-miR-323	0.0008	down	−1.018	MI0009797
bta-miR-449a	0.0022	down	−1.406	MI0009834
bta-miR-1197	0.0312	down	−1.451	MI0010470
bta-miR-485	0.0002	down	−1.501	MI0009842
bta-miR-2411	0.0176	down	−1.647	MI0011456

*Log FC = log fold change From d 0*.

**Table 5:** Differentially expressed miRNA in skeletal muscle biopsies at d 124 on concentrates compared to d0.

**Gene ID**	***P*-Level**	**Regulation**	**Log FC^**1**^**	**miRBase**
bta-miR-122	0.0268	up	3.832	MI0005063
bta-miR-383	0.0437	up	1.702	MI0009823
bta-miR-2346	0.0265	up	1.505	MI0011374
bta-miR-144	0.0396	up	1.329	MI0009744
bta-miR-505	0.0126	up	1.258	MI0009856
bta-miR-142	0.0203	up	1.169	MI0005011
bta-miR-1248–1	0.0271	up	1.089	MI0010477
bta-miR-1248–2	0.0290	up	1.043	MI0010483
				
bta-miR-196b	0.0496	down	−1.059	MI0009768
bta-miR-208b	0.0010	down	−1.133	MI0009774
bta-miR-196a-2	0.0243	down	−1.246	MI0009766
bta-miR-362–5p	0.0120	down	−1.292	MI0009811
bta-miR-196a−1	0.0246	down	−1.327	MI0009767
bta-miR-449a	0.0114	down	−1.332	MI0009834
bta-miR-2411	0.0280	down	−1.561	MI0011456

*Log FC = log fold change From d 0*.

**Figure 2:**
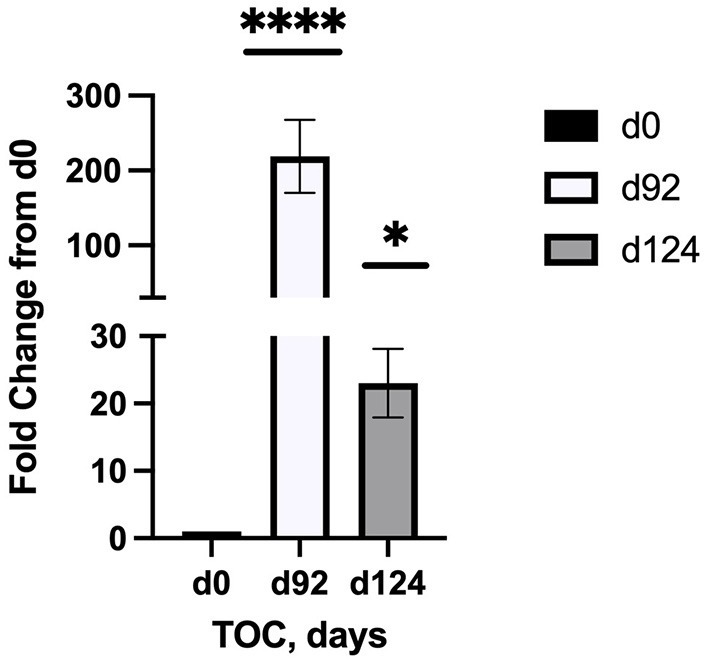
Fold change in miR-122 expression of skeletal muscle biopsies (*n* = 4/time) at d 92 and d 124 on concentrates compared to d0. Differences are noted (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) in comparison to d 0.

**Figure 3:**
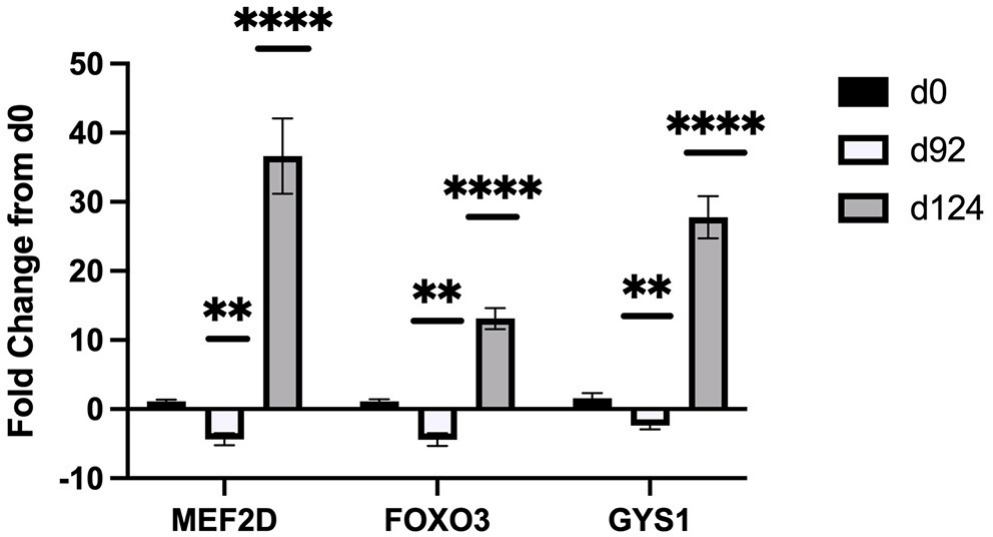
Fold change in mRNA expression of miR-122 targets (MEF2D, FOXO3, GYS1) at d 92, and d 124 compared to d 0 (n = 4/time). Differences are noted (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) in comparison to d 0.

Changes in mRNA expression of adipogenic and lipogenic genes was assessed by qPCR. At d 92 TOC, mRNA expression of fatty acid binding protein 4 (FABP4; Figure 4) and fatty acid elongase 6 (ELOVL6; Figure 5) was up-regulated (*P* < 0.0001) compared to d 0. Expression of other adipogenic genes (peroxisome proliferator-activated receptor γ [PPARG], PPAR γ coactivator-1 α [PGC1A], sterol regulator element binding protein 1c [SREBP1c], and zinc finger protein 423 [ZFP423]), fatty acid transporters (fatty acid binding protein 3 [FABP3], free fatty acid receptor 4 [FFAR4]), and lipogenic genes (acetyl-CoA carboxylase [ACC], fatty acid synthase [FASN], stearoyl-CoA desaturase [SCD1], fatty acid elongase [ELOVL5], fatty acid elongase [ELOVL7]) did not differ between d 92 and d 0 biopsy samples. Perilipin (PLIN1 and PLIN5) and sterol regulatory element-binding protein (SREBP1c) cleavage-activating protein (SCAP) mRNA expression was down-regulated (*P* < 0.05) at d 92 of concentrate feeding compared to d 0. After 124 d on concentrates, lipogenic genes involved in *de novo* fatty acid synthesis (ACC, FASN), fatty acid transport (FABP4, FFAR4), elongation (ELOVL5, ELOVL6) and desaturation (SCD1) were highly up-regulated (*P* < 0.0001) compared to d0 (Figure 5). Zinc finger protein 423 (ZFP423), PPARG, SREBP1c, and SCAP expression were also up-regulated (*P* < 0.05) at d 124 compared to d 0 (Figure 4). Expression of PLIN1 and PLIN5 was up-regulated (*P* < 0.0001) at d 124 compared to d 0.

**Figure 4:**
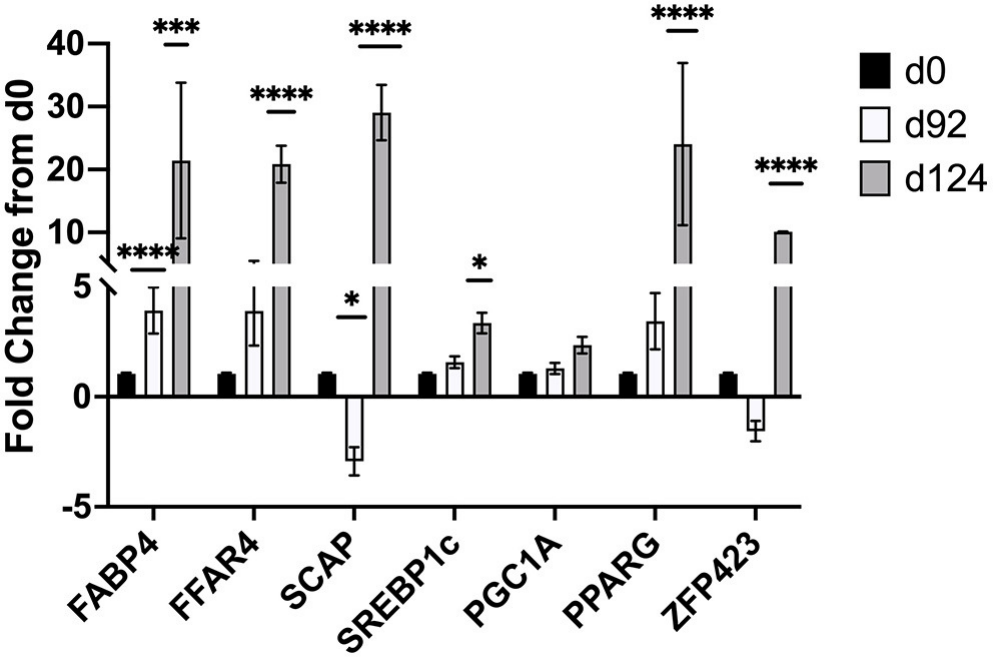
Fold change in mRNA expression of transcription factors (ZFP423, PPARG, SREBP1c), activators (PGC-1A, SCAP), and fatty acid transporters (FABP4, FFAR4) at d 92 and d 124 compared to d 0 (*n* = 4/time). Differences are noted (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) in comparison to d 0.

**Figure 5:**
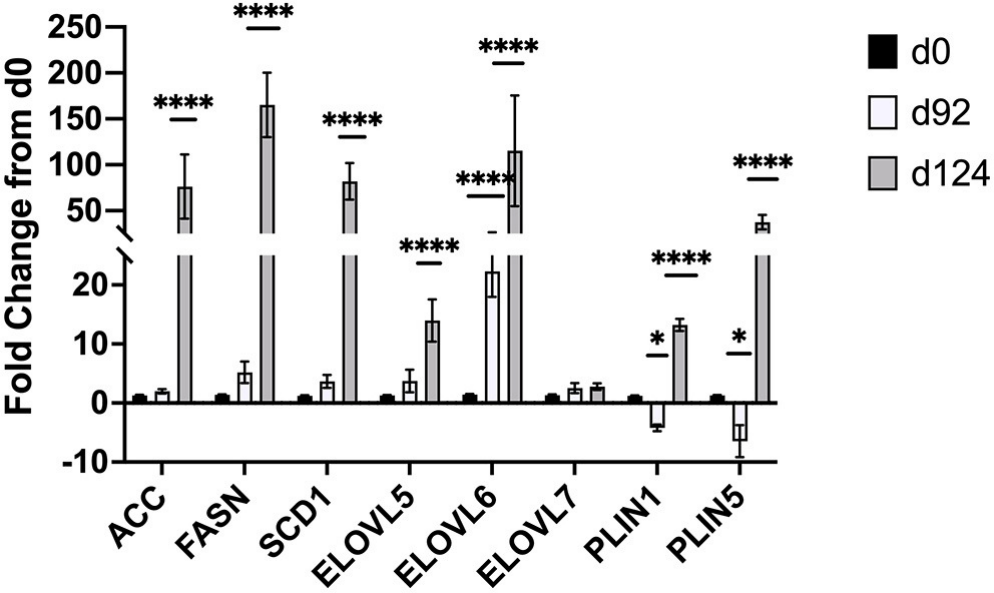
Fold change in mRNA expression of lipogenic (ACC, FASN, SCD1, ELOVL5,6,7) and lipolytic (PLIN1,5) genes at d 92 and d 124 compared to d 0 (*n* = 4/time). Differences are noted (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) in comparison to d 0.

## Discussion

In this study, we examined changes in growth and feed efficiency of steers fed a high concentrate (90% concentrate) diet over TOC. Steer body weight gains did not change during the initial 28 d on feed when they were training to use Calan gates and adjusting to the high concentrate diet. After 28 d, steer BW increased (*P* < 0.0001) at each period (28 to 33 d) across TOC. Steers finished with an average BW of 659 kg after feeding for 124 d. Average daily gain was the greatest during period 2 (d 29–61) when steers were likely exhibiting compensatory growth phase after lower gains in period 1 (d 0–28). Average daily gains were lower during period 4 (d 93–124) compared to period 2 when steers were increasing in external fat deposition and reaching final BW. The steers in this study were very efficient during periods 1 and 2 with gain:feed at 0.22. Ultrasound fat thickness deposition increased from d 28 to 124 at a rate of 1.36 mm per day. Ribeye area increased across TOF with greater ribeye area at d 61 compared to d 0 and 28 and at d 124 compared to d 61. Intramuscular fat content, as measured by real-time ultrasound, increased on average by 37% between d 61 and 92, and remained constant to d 124. Numerous serial slaughter studies have also observed similar changes in intramuscular fat content after feeding concentrates for 80 to 120 d (3–6).

The average level of intramuscular fat content as measured by ultrasound was 10.03%, which would correspond to the moderately abundant marbling score and Prime quality grade (21). Overall, six of the seven steers evaluated for ultrasound IMF at d 92 and d124 would have been above minimum level of 8.0% IMF for the slightly abundant marbling score and Prime quality grade (21); in contrast, only one steer would have reached this minimum level of IMF (8%) at d 62 on concentrates. External fat thickness increased linearly with time-on-concentrates and the steers in this study had excessive levels at the end of the 124 d feeding period. The use of real-time ultrasound to monitor changes in IMF over time allows us to identify key miRNA and mRNA that are associated with enhanced IMF deposition across TOC. Previous research has shown that the real-time ultrasound IMF estimates are highly correlated to actual longissimus muscle lipid content (9, 10).

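Between d 0 and d 92, the normalized level (log2) of bta-miR-122 fell by 0.77 in steer 1 and rose by 1.34, 1.82 and 3.47 in steers 2, 3 and 4. Between d 0 and d 124 it fell by 1.97 in steer 1 and rose by 1.46, 2.04 and 0.40 in the same steers. The ultrasound values of these steers were not analysed here.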

Small RNA sequencing identified bta-miR-122 as a potential miRNA of interest that may be associated with intramuscular lipid deposition in the bovine. miR-122 was up-regulated on d 92 (6.72-fold change) and d 124 (3.83-fold change) at the same time when ultrasound IMF levels were also above d 0 values. These results were confirmed by qPCR that miR-122 was up-regulated at d 92 and d 124 compared to d 0, and that up-regulation was greater at d 92. In humans, miR-122 is highly abundant and accounts for 70% of all miRNAs present in the liver. Research shows that miR-122 regulates cholesterol and fatty acid metabolism in humans (22) and tilapia (23–25). In pigs, miR-122 was identified as one of three miRNAs that were regulators of fat deposition (26) and appear to be associated with pyruvate kinase in subcutaneous adipose tissues. Not much is known about miR-122 in the bovine but others (27) have also identified miR-122 as an important miRNA along with two others (miR-381 and miR-499) that are involved with intramuscular fat deposition in the Yak (*Bos grunniens*). However, they observed that miR-122 was down-regulated in LM and adipose tissue from 0.5 yr to 2.5 yr of age. In this study, we only examined changes in miRNA transcriptome during a short interval (124 d; 12.3 to 16.6 mo of age) that coincided with increased intramuscular fat deposition due to feeding high concentrate diets.

TargetScan 8.0 (cow; http://www.targetscan.org/vert_80/) and miRDB (human; http://mirdb.org/) programs were used to identify potential targets for miR-122 due to its potential role in intramuscular fat deposition. TargetScan predicted 194 targets and miRDB predicted 490 targets. From these lists, we selected genes that are known to be involved in muscle or lipid metabolism and examined differences in relative gene expression by TOC using qPCR. Glycogen synthase 1 (GYS1) was identified in both programs as a target with high score for miR-122 in human (target score 95, miRDB) and bovine (-0.96 cumulative weighted context++ score; TargetScan8.0). Additional predicted targets for miR-122 included forkhead box O3 (FOXO3) and myocyte enhancer factor 2D (MEF2D). Our results found that miR-122 and mRNA expression of predicted targets (GYS1, FOXO3, and MEF2D) were inversely related. Expression levels of these targets were down-regulated when miR-122 expression was up-regulated by 217-fold at d 92 and up-regulated when miR-122 expression was up-regulated by only 3.8-fold at d124. Song et al. (28) has shown that miR-122 directly targets FOXO3 in cardiomyocytes undergoing hypertrophy. They found that miR-122 negatively regulated FOXO3, which would agree with our results in that miR-122 was highly expressed at d 92 and FOXO3 was down-regulated. MEF2D was confirmed as a miR-122 target in cardiac myxoma cells (29). They reported that PPARG and MEF2D are inversely related and that up-regulation of miR-122 activates PPARG to inhibit MEF2D, which reduces proliferation of cardiac myxoma cells. In order to examine the role of miR-122 in lipid metabolism, Esau and co-workers used an antisense oligonucleotide (ASO) treatment in mice to inhibit miR-122 (30). They found increased expression of GYS1 in the liver tissue of the miR-122 ASO treated mice in a dose-response manner. They also examined changes in lipogenic genes in the liver by microarray and found that miR-122 inhibition down regulated FASN, ACC, and SCD1 expression by about 1.5 to 3-fold change. These authors postulated that miR-122 may alter expression of a transcriptional inhibitor because the seed sequence for miR-122 is not predicted to bind to these lipogenic genes according to the available algorithms (TargetScan, miRDB or others). Miravirsen (SPC3649) can inhibit miR-122 biogenesis and is the first anti-miRNA ASO to enter clinical trials for hepatitis C virus treatment in humans (31). Additional research is needed to determine how miR-122 may be involved in lipogenesis/lipolysis and to determine if miR-122 mimics or enhancers could be used to stimulate intramuscular fat deposition.

There were a few miRNAs (miR-323, −449a,−1197, −485) that were down-regulated at d 92 but they had a low fold change (< −1.7) and no established role in adipose or muscle metabolism. 

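The levels behind these differences are low. At d 0 the mean normalized level (log2) was 4.73 for bta-miR-323, 2.19 for bta-miR-449a, 2.74 for bta-miR-1197 and 3.10 for bta-miR-485, with 0 of 4 libraries at the floor. At d 92 the means were 3.72, 0.68, 1.00 and 1.49 in the same order. Of 4 libraries at d 92, 2 were at the floor for bta-miR-449a, 1 for bta-miR-1197 and 1 for bta-miR-485. With log2(value + 10) in place of the deposited values, the log2 fold changes were -0.66, -0.33, -0.47 and -0.46 in that order.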

On d 124 TOC, there were other miRNAs that were up or down regulated compared to d 0. Most of these miRNAs (miR-383, 2,346, 505, 1,248, 196, 208, 362, or 449) have no known role in adipose or muscle metabolism. miR-2411 was down-regulated at both d 92 and 124 compared to d 0. 

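In limma, 9 miRNA features passed an unadjusted p under 0.05 and a 1.3-fold change in the same direction at both d 92 and d 124 against d 0, 1 higher and 8 lower. Both comparisons use the same d 0 libraries. In 100 simulations of unchanged groups against shared controls, the mean number was 3.93 and the range 1 to 8. These simulations take features as independent and libraries as unpaired. Of 100 splits of the real libraries, random but for the real labels as 1 of them, 11 gave 9 or more. Of 100 that exchange the times only within each steer, again with the real labels as 1 of them, 4 did. Of the 9, 1 is listed in both Table 4 and Table 5.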

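At d 124 the level of bta-miR-2411 was 5.23 ± 0.44 (SD, n = 4). Its log2 fold change against d 0 was -0.11 (standard error 0.29, adjusted p = 0.953 from limma). It was lower in 3 of 4 steers (two-sided exact permutation test, p = 0.600), and the log2 fold change was 0.097 without d 124 replicate 4.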

Little is known about miR-2411 but it was identified as a novel miRNA in subcutaneous fat of pigs and Meishan had higher expression than Large White pigs but expression levels were low in abundance for both breeds (32). miR-142, −144 and −196 appear to be involved with lipid metabolism and insulin resistance. miR-144 binds to insulin receptor substrate (IRS1) to control its expression and appears to be a potential therapeutic target for type 2 diabetes treatment in humans (33, 34). Muroya and coworkers (35) examined plasma exosomal miRNAs and found that miR-142–5p was down-regulated in cattle after grazing for 3 mo. In subcutaneous fat, miR-142–5p expression was greater in grazing cattle and may be related to fatty acid metabolism (14, 35). miR-196a was identified in swine back fat samples as having a tissue specific expression pattern with mature animals having highest levels of expression in subcutaneous fat and liver (36). *In vitro* experiments that overexpressed miR-196a showed that it stimulated preadipocyte differentiation but did not alter proliferation (36). 

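The log2 fold change of bta-miR-144 at d 124 against d 0 was 1.38 (standard error 0.62, adjusted p = 0.515 from limma), higher in 4 of 4 steers (two-sided exact permutation test, p = 0.114), and 0.89 without d 0 replicate 2. At d 92 it was 1.54 (standard error 0.62, adjusted p = 0.754 from limma), higher in 3 of 4 steers (exact p = 0.171). The changes of single steers ran from -0.26 to 4.56, the largest in steer 2, from 9.95 at d 0 to 14.51 at d 92. The feature bta-miR-144 is the 1 higher feature of the 9 that passed at both times, and both comparisons use that d 0 library. For bta-miR-142 at d 124 the log2 fold change was 0.52 (standard error 0.57, adjusted p = 0.883 from limma), higher in 3 of 4 steers (exact p = 0.486). Without d 0 replicate 2 it was 0.081, without d 0 replicate 4 1.02 and without d 124 replicate 3 0.35. For bta-miR-196a-1 it was -1.44 (standard error 0.63, adjusted p = 0.496 from limma), lower in 4 of 4 steers (exact p = 0.0857). For bta-miR-196a-2 it was -1.35 (standard error 0.58, adjusted p = 0.496 from limma), lower in 3 of 4 steers (exact p = 0.114). In the annotation of ARS-UCD2.0 the gene of bta-miR-196a-1 lies between HOXB9 and HOXB8 and that of bta-miR-196a-2 between HOXC9 and HOXC10. Reads of these copies could be divided between them by the authors' counting.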

In our study, miR-142 and miR-144 were up regulated (*P* < 0.05) and miR-196a-1 and miR-196a-2 were down regulated at 124 d on concentrates.

At d 92 of TOC, there was up-regulation of fatty acid binding protein 4 (FABP4, 4-fold change) and fatty acid elongase 6 (ELOVL6; 8-fold change) mRNA expression, and down-regulation of mRNA involved in lipolysis (PLIN1 and PLIN5) and adipogenesis (SCAP) compared to d 0. FABP4 transports intracellular fatty acids to the nucleus where it alters transcription of certain genes (37). FABP4 expression is up-regulated during adipocyte differentiation (38) and serves as a marker of differentiation in bovine adipocytes (37, 39). Michal et al. (40) reported that FABP4 was associated with subcutaneous fat thickness and marbling in Wagyu x Limousin F_2_ cattle. Guo and co-workers (41) related gene expression to IMF percentage in cattle and sheep and identified FABP4 as having a significant association with IMF in both species. The up-regulation of FABP4 with greater TOC indicates that concentrate finishing may enhance uptake of fatty acids into the nucleus and promote differentiation of preadipocytes.

Fatty acid elongase 6 (ELOVL6) is involved in the elongation of palmitic (C16:0) acid to stearic (C18:0) acid (42, 43). Knockdown of ELOVL6 in rat insulinoma cell lines (42) and mice (43) demonstrated that ELOVL6 is required for monounsaturated fatty acid synthesis. These results show that ELOVL6 plays a pivotal role in monounsaturated fatty acid synthesis, which is the one of the main fat types in beef muscle and increased concentrations are observed with high concentrate feeding (3, 11). In this study, the up-regulation of ELOVL6 at d 92 precedes the up-regulation of lipogenic genes involved in *de novo* fatty acid synthesis (ACC, FASN) and desaturation (SCD1) observed at d124. Perilipins are associated with intracellular lipid droplets where they stabilize the droplet and limit access by cytosolic lipases thereby regulating triacylglyceride storage under basal conditions (44). Perilipin 1 (PLIN1) is most abundant in white adipose tissues where it is involved with hormone-stimulated lipolysis; whereas perilipin 5 (PLIN5) is expressed in cardiac and skeletal muscle, and brown adipose tissues where it regulates fatty acid supply to the mitochondria (45). In pigs, immunohistochemistry was used to determine where PLIN proteins were located within the longissimus muscle of low or normal birth weight piglets at specific days (5, 12, and 26 d) postnatal (46). PLIN3 and PLIN4 were found at the periphery of muscle fibers and intramuscular adipocytes; in contrast, PLIN5 was localized within an undefined cell type located between the muscle fibers (46). Sterol regulatory element-binding protein (SREBP1c) cleavage-activating protein (SCAP) is required to activate all isoforms of SREBP. In mice, knockdown of SCAP reduces expression of genes involved in cholesterol and fatty acid synthesis by 70-80% in the liver (47). Others have also identified ELOVL6 and PLIN5 as being of high importance in bovine adipose tissues in the Yak (48). Nakajima et al. (49) identified PLIN5 in a genome-wide association study in Japanese Black cattle with high intramuscular fat deposition.

At 124 d of TOC, lipogenic genes involved in *de novo* fatty acid synthesis (ACC, FASN), fatty acid transport (FFAR4, FABP4), elongation (ELOVL5, ELOVL6) and desaturation (SCD1) were highly up-regulated compared to d 0. Other genes involved in lipolysis (PLIN1 and PLIN5) and transcription (ZFP423, PPARG, SREBP1c, SCAP) were up-regulated at d 124 compared to d0. Previous research has also shown up-regulation of FASN and SCD1 in subcutaneous fat from steers fed high concentrate diets compared for forage-finished (11). Others have shown that feeding high concentrates to steers upregulates key lipogenic genes and marbling deposition in early weaned calves (7, 8), normal weaned calves (9, 10) and yearling calves (11). Graugnard and co-workers (8) reported that feeding high starch diets to early-weaned steers up-regulated lipogenic genes (FASN, FABP4, SCD1, PPARG and PGC1A) at d 56 to stimulate differentiation of preadipocytes; whereas feeding low starch diets delayed the up-regulation of lipogenic genes (FABP4, FASN, SCD, DGAT2) until 112 d. Up-regulation of transcription factors (ZFP423, PPARG, SREBP1c, SCAP) at d 124 on concentrates suggests that another wave of proliferation may be occurring. Robelin (50, 51) examined changes in fat deposition from 15 to 65% of mature weight in cattle and reported that fat deposition began with an increase in cell number (hyperplasia) followed by the filling of these cells (hypertrophy), which then stimulated another increase in hyperplasia that occurred at 45 to 55% of mature weight.

## Conclusions

The results of this study identified bta-miR-122 as a potential miRNA of interest that may be involved in intramuscular fat deposition with increasing time-on-concentrates. More research is needed to further define the role of miR-122 but potential target genes were identified and differentially expressed. Changes in mRNA expression show that FABP4, ELOVL6, PLIN1 and PLIN5 are differentially expressed at d 92 prior to the up-regulation of lipogenic genes involved in *de novo* fatty acid synthesis at d 124. The greater intramuscular fat content as measured by real-time ultrasound at d 92 combined with differential gene expression suggest that preadipocyte differentiation may be promoted at this stage of TOC, which is followed by a global up-regulation of key lipogenic genes, fatty acid transporters, and desaturases that provide fatty acids for adipocyte hypertrophy.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197315.

## Ethics Statement

The animal study was reviewed and approved by Experimental procedures were reviewed and approved by Clemson University Animal Care and Use Committee, AUP2020-001.

## Author Contributions

SD designed the research project, conducted skeletal muscle biopsies and molecular analyses. MG assisted with miRNA sequencing design and data analyses. SD drafted the manuscript and MG assisted with editing. Both authors contributed to the article and approved the submitted version.

## Funding

Technical contribution No. 7036 of Clemson University Experiment Station. This material is based upon work supported by NIFA/USDA, under project number SC-1700580.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Identification of microRNA Transcriptome Involved in Bovine Intramuscular Fat Deposition
**Source:** Front Vet Sci. 2022 Apr 15;9:883295. doi: 10.3389/fvets.2022.883295
**Supplement:** Supplementary file 1

**Supplemental Table S1.** Primer sequences (5’ to 3’) for quantitative real-time PCR of key genes in adipogenesis and muscle development.

| Gene^1^ | Forward | Reverse | Efficiency |
| --- | --- | --- | --- |
| ACC | AGCTGAATTTTCGCAGCAAT | GGTTTTCTCCCCAGGAAAAG | 1.07 |
| ACTB | CTCTTTCAGCCTTCCTTCCT | GGGCAGTGATCTCTTTCTGC | 1.01 |
| EIF3K | CTGACAGACAGCCAGCTAAA | CACGATGTTCTTGGGCTTTATG | 1.02 |
| ELOVL5 | GTCATCTGGCCGTGTACCTT | GGGAAGAAAAGCTGCTGATG | 1.02 |
| ELOVL6 | GGAAAGCAACGAAAGCTGAC | TGGGTTGTGTGTTTGCTCAT | 1.05 |
| ELOVL7 | CGACTTTCACTCACTTGGTATCT | CTCTGCCAGCTGTGATTTCT | 1.01 |
| FABP3 | TATGACCAAGCCTACCACAATC | TCACGATGGACTTGACTTTCC | 1.02 |
| FABP4 | CATCTTGCTGAAAGCTGCAC | AGCCACTTTCCTGGTAGCAA | 1.00 |
| FASN | GCATCGCTGGCTACTCCTAC | GTGTAGGCCATCACGAAGGT | 0.95 |
| FFAR3 | ACTCCTTCTTCCTCGGCAAT | AGATCCGAGAGGGTGAGGTT | 1.05 |
| FFAR4 | AGGAACGAATGGAGGAGGTT | GTGCTGAGGGTCATGGAAAT | 1.04 |
| FOXO3 | CCAGTCTATGCAAACCCTCTC | CCATGAGTTCGCTACGGATAAT | 1.00 |
| GAPDH | GGGTCATCATCTCTGCACCT | GGTCATAAGTCCCCTCCACGA | 0.97 |
| GYS1 | TCCAGAGAATGGATGTGGAATG | GGAACTCCAGGGCACAATAA | 1.01 |
| MEF2D | TGTGTCTCTCAGCAACCTAATC | ACACTGGTTCCGACTTGATG | 1.00 |
| PLIN1 | CCCAGTCCAGGAGACAATAGA | ACCAAGGACCAAACCTGTATC | 1.00 |
| PLIN5 | AAGTCAGAGGAGCTGGTGGA | CCCAGAGAGTGCTCATAGGC | 1.00 |
| PPARG | AGGATGGGGTCCTCATATCC | GCGTTGAACTTCACAGCAAA | 1.00 |
| PGC-1A | CTTCCTCCTGACACCCATGT | CGCTCCTCAGAAAGAACCAC | 0.98 |
| SCAP | GGCTGATCCATGGTCACTTT | AGTGGGTAGCAGCAGGCTAA | 1.05 |
| SCD1 | TTATTCCGTTATGCCCTTGG | GGTAGTTGTGGAAGCCCTCA | 0.95 |
| SREBP1c | CTGGAGAAGCTGGACTGAGG | GCTTTCCCAAGACTCAGCAC | 0.95 |
| UXT | GGTGGATTTGGGCTGTAACT | TGTGGATATGGGCCTTGATATTC | 1.00 |
| ZFP423 | GAAGACCATCCACGCAGATAAG | GATGCTGCCAAACTGCATTAC | 1.00 |

^1^Acetyl CoA carboxylase (ACC); beta-actin (ACTB); eukaryotic translation initiation factor 3 (EIF3K); fatty acid elongase 5 (ELOVL5); fatty acid elongase 6 (ELOVL6); fatty acid elongase 7 (ELOVL7); fatty acid synthase (FASN); fatty acid binding protein 3 (FABP3); fatty acid binding protein 4 (FABP4); free fatty acid receptor 3 (FFAR3); free fatty acid receptor 4 (FFAR4); forkhead box O3 (FOXO3); glyceraldehyde 3-phosphate dehydrogenase (GAPDH); glycogen synthase 1 (GYS1); myocyte enhancer factor 2D (MEF2D); perilipin 1 (PLIN1); perilipin 5 (PLIN5); peroxisome proliferator-activated receptor γ (PPARG); PPARγ coactivator-1 α (PGC-1A); SREBP cleavage activating protein (SCAP); stearoyl CoA desaturase-1 (SCD1); sterol regulatory element-binding protein 1c (SREBP1c); Ubiquitously expressed prefoldin like chaperone (UXT); zinc finger protein 423 (ZFP423).

How the deposited data were processed for this re-analysis (not part of the article)

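Small RNA of longissimus muscle biopsies was sequenced by the authors in 12 libraries, from 4 steers at d 0, d 92 and d 124 of time-on-concentrates. The replicate number stands for the steer. The sample codes give d 90 where the paper gives d 92, and the paper's time was used. The authors aligned the reads to bosTau4 and normalized them with the Quantile algorithm of StrandNGS. The paper's results name TPM as the normalization of the sequencing. The deposited values share levels between libraries, as quantile normalization gives, and whether the authors also scaled them to a total is not given in the sources used here. The version of StrandNGS and the way reads of copied genes were counted are not given in the sources used here.

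The deposited values are on a log2 scale, made by the authors, with 1 column per library. Of 2712 features, 1398 are at 0 in all libraries and 1314 vary. The median of each of the 2712 features over the libraries is 0, so the median was subtracted before deposit. The subtracted median was recovered for 1290 of the 1314 features, by matching each feature's values to levels that libraries share after quantile normalization (tolerance 3e-06). Features at the floor in 7 or more libraries started the matching where they shared a tied level with other such features, and equal values of a feature counted as 1 match. These last conditions were added after recovered levels had been examined, because without them some features of many reads were placed near the floor. The recovered medians serve for levels, for the filter and for the pseudocounts. The differences between times do not depend on them. Of the 24 features without a recovered median, 17 are from miRBase, and 16 of these were tested. The base of the logarithm was taken as 2. The recovered values then sum to between 1246528 and 1295843 per library, while base e gives sums between 77117745 and 82848823, above the mean of 7332894 raw reads per library from the paper's total. These sums leave out the features without a recovered median. Depth per library is unknown, so no counting interval is given.

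The planned test on counts could not be used, since the table holds no counts. The plan named limma for values already on a log2 scale, and this was the test used. Differences were fitted with limma 3.58.1 in R 4.3.3, with a trend of the spread and robust estimation, over all 12 libraries with time as the only term. The planned filter needs counts too, and in its place the 368 miRBase features above the floor in at least 4 libraries were tested. For a feature without a recovered median, a library above the feature's own lowest value counted as above the floor. P-values were adjusted by the Benjamini-Hochberg method. The paper gives P under 0.05 and a change of 1.3-fold or more, after an analysis of variance by time. Called the paper's criterion here, these limits were applied to limma's unadjusted p and fold change, and counted beside the adjusted p. The paper's text names no adjustment. Single miRNAs were also compared by two-sided exact permutation tests over the 70 regroupings of 4 against 4 libraries, adjusted over the 21 comparisons of Tables 4 and 5. These regroupings take the libraries without their steer. With the pairs kept, the smallest exact p that 4 steers allow is 0.125, so no such test can pass 0.05. Levels, tests and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

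Replicates with the same number come from 1 steer, so the numbers pair the samples. The deviations of same-steer libraries from their time means had correlations between -0.05 and 0.44, with a median of 0.116, over 12 pairs. Over 36 pairs of different steers at different times the median was -0.03. The paper's analysis of variance has no term for the steer, so the fit without it is the one reported and the fit with it is an alternative.

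The recovery of medians and the limma fit at d 92 against d 0 were tested on simulated data. On 1211 simulated features that vary, 1205 medians were recovered and 1205 of these were right. In limma on 368 simulated features at d 92 against d 0, 20 were changed in each of 10 simulations. At an adjusted p under 0.05, 8.5% of changes of 1 (log2) were called, 80% of changes of 2 and 99.5% of changes of 3. Of the unchanged features, 9, 8 and 17 were called over the 10 simulations of each size. The changed features were drawn at random, with independent noise and no steer effect. The rates are therefore not those of a feature of large spread, such as bta-miR-122 (standard error 0.83).

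The design, the alternatives and the rule for named miRNAs were fixed before the data were examined. The rule takes every miRNA that the paper names in its sequencing results or tables, miRNAs past the adjusted p in all steers, of which there were 0, and the 5 most abundant. The values in the paper's tables had been seen when the rule was written. The 18 miRNAs of Tables 4 and 5 were found through the miRBase identifiers in those tables. Other identifiers are not paired with names in the sources used here, and the features of the highest levels include those without a recovered median, so the 5 most abundant are not named. For the same reason miR-326, miR-381 and miR-499 are not analysed here. The reference annotation (ARS-UCD2.0) matched 0 of the feature identifiers and was used only for neighbouring genes, by name. Lists of miRNAs of the DLK1-DIO3 cluster, the HOX cluster, liver, red blood cell, white blood cell and platelet, skeletal muscle and slow muscle fibre were set beforehand. Of their members, 5.17%, 50%, 14.3%, 10%, 11.1%, 10% and 50% had a named feature, under 80% in each, so tests of these 7 lists are void and were not run. The qPCR, ultrasound and mRNA measurements are not analysed here.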

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

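The tests of single libraries, and the counts of other splits of the samples, were chosen only after the results were seen.

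The level of bta-miR-122 in the d 92 library of steer 4 was 13.36, while the other 3 d 92 libraries lay between 9.35 and 9.95. Its gap to the nearest was 0.850 of the range of the group, over the critical value of Dixon's test for 4 samples. Over 57 groups tested, 3 passed this value, 1 of them with all other libraries tied, and 2.85 are expected by chance. The tables argue against normalization of that library as the cause, since 45 other miRNA features of similar level deviated there by a median of 0.22 and at most 0.88, against 3.77 for bta-miR-122. RNA of another tissue in that library stays open. In it 5 miRNA features lay 1 or more (log2) above all other libraries, against 0 to 13 in each of the others, and without names for these features they cannot be assigned to a tissue. A response of steer 4 to the diet at d 92 is a biological explanation that also stays open, as untested.

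In the d 0 library of steer 4, bta-miR-449a had a level of 3.28, while the others at d 0 lay between 1.74 and 1.92 (gap 0.884 of the range), and it was the only d 0 library with bta-miR-2346 above the floor, at 0.89. There the gap is 1 of the range for any value above the floor, because the other 3 libraries are tied, so it carries no information. A rise of all features of low level in that library may account for part of the difference in bta-miR-449a. The 76 other miRNA features of low level deviated there by a median of 0.41, with 44 higher and 32 lower, against 1.46 for bta-miR-449a. Features of higher level were also raised there. Of the miRNAs listed as lower, this library was the highest of all 12 for bta-miR-196b (9.31), bta-miR-208b (11.06) and bta-miR-196a-1 (9.94). The same holds for bta-miR-196a-2 (10.55) and bta-miR-362-5p (11.62), but not for bta-miR-485 or bta-miR-2411. It held 13 miRNA features 1 or more (log2) above all other libraries. Which part of the difference in bta-miR-449a is technical cannot be told apart from the steer with 1 library per steer and time.

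At d 92 against d 0, 15 miRNA features that Table 4 does not list passed the paper's criterion, bta-miR-144 of Table 5 among them. Likewise, 25 that Table 5 does not list passed it at d 124 against d 0, bta-miR-1197 of Table 4 among them. In d 124 against d 92, which the paper does not report, 5 passed. The splits of the same libraries, which include the real split, show whether chance can be excluded. At d 92 against d 0, 18 of 35 splits gave 19 or more features past the criterion, 3 of the 8 that part every steer's libraries among them. At d 124 against d 0, 7 of 35 splits gave 33 or more, 2 of the 8 among them. At d 124 against d 92, 35 of 35 splits gave 5 or more. Chance is therefore not excluded for these counts, and no biological explanation was tested. For the counts of 0 at an adjusted p under 0.05 this comparison is void, since any split reaches 0 (35 of 35).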

How the results depend on the processing

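The fits without a trend of the spread, with the trend on the recovered level and on all small RNA features, and the ratio of mean linear values, were chosen only after the results were seen.

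The number of miRNA features at an adjusted p under 0.05 was 0 in limma under every alternative run, for the 3 comparisons and for the test over 3 times. In that test 18 features had an unadjusted p under 0.05. The direction of bta-miR-122 held under every alternative in each comparison. At d 92 against d 0 its log2 fold change lay between 0.52 and 1.86 with 1 library left out, the lowest without d 92 replicate 4, and was 2.26 as a ratio of mean linear values. Its adjusted p lay between 0.625 and 0.999. At d 124 against d 0 the range was 0.13 (without d 0 replicate 2) to 0.91 (without d 124 replicate 1), and at d 124 against d 92 it was -1.38 to -0.040. As ratios of mean linear values these were 0.35 and -1.91. The filter of a value of at least 10 in at least 4 libraries did not test bta-miR-449a, bta-miR-1197, bta-miR-485 and bta-miR-2346. Of the 19 log2 fold changes of Tables 4 and 5 other than those of bta-miR-122, 16 kept their direction under every alternative that tested them. With 1 library left out, that of bta-miR-2411 at d 92 ranged from -0.093 (without d 0 replicate 1) to 0.22, and at d 124 from -0.31 to 0.097 (without d 124 replicate 4). That of bta-miR-505 at d 124 ranged from -0.090 (without d 0 replicate 2) to 0.37, and was -0.026 without d 124 replicate 4. The cause was not tested.

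The number past the paper's criterion was less stable. With a value of at least 10 in at least 4 libraries, which tests 279 features, it was 11 at d 92 against d 0 and 1 at d 124 against d 92, and of the miRNAs of Table 4, 2 were in the listed direction and 1 had an unadjusted p under 0.05, since fewer features are tested. With log2(value + 10) it was 12 at d 92 against d 0, 2 at d 124 against d 92 and 5 shared by d 92 and d 124 against d 0. With log2(value + 0.1), 3 were shared. With an adjusted p in place of the unadjusted it was 0 in each. With a log2 fold change of 1 or more it was 12 at d 124 against d 0 and 4 were shared. With only the 2 groups compared it was 8 at d 124 against d 92. On all small RNA features, 1002 of them, it was 45, 81 and 38 in the 3 comparisons and 17 were shared, with more features tested. With the trend on the recovered level, 3 were shared. With 1 library left out it ranged from 15 to 24 at d 92 against d 0, from 20 to 35 at d 124 against d 0 (20 without d 124 replicate 1) and from 4 to 14 at d 124 against d 92 (14 without d 92 replicate 3, and 8 without d 0 replicate 4). The number of Table 4 miRNAs with an unadjusted p under 0.05 ranged from 2 to 4 (2 without d 0 replicate 4), and that of Table 5 from 3 to 9. For Table 5 it was 4 without d 0 replicate 3, 3 without d 0 replicate 4, 4 without d 124 replicate 1 and 4 without d 124 replicate 4. The causes were not tested beyond the numbers of features.

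With the steer as a replicate block, 24, 40 and 6 features passed the criterion in the 3 comparisons, and 0 had an adjusted p under 0.05, so the block changed no call. The difference in detected miRNA features at d 124 against d 92 was 5.25 above the floor and -4.5 with a value of at least 10 (two-sided exact permutation test, p = 0.457 and p = 0.229). Not run were the tools for counts and their size factors and the tests of the lists. Depth is unknown here, so what it limits could not be computed.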

Differences from the paper's values

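In this part the ratio of mean linear values and the reading of the paper's values as linear folds were chosen only after the results were seen. The paper's tables head their values as log fold change. Those of bta-miR-323, bta-miR-449a, bta-miR-1197, bta-miR-485, bta-miR-383, bta-miR-2346, bta-miR-144, bta-miR-142, bta-miR-1248-2, bta-miR-196b, bta-miR-208b, bta-miR-196a-1 and bta-miR-196a-2 lie within 1 SD of the log2 fold changes found here, so the values below are set side by side on the log2 scale. The paper's text gives values of these tables as folds. Of the 21 values of Tables 4 and 5, 14 have the same sign and lie within 1 SD when read as log2. Read as linear folds, 7 do, 3 of them under both readings, so neither reading fits all. The linear reading also puts listed values, such as -1.018 of bta-miR-323 and 1.043 of bta-miR-1248-2, under the 1.3-fold minimum of the paper's methods. That argues against it for such values. Under the alternatives set before the data were examined, the match on the log2 scale did not hold for all of the miRNAs named. With log2(value + 10) the values of bta-miR-449a, bta-miR-1197, bta-miR-485, bta-miR-383 and bta-miR-2346 differ from the paper's. So do those of bta-miR-142 without d 0 replicate 2 (0.081), and bta-miR-1248-2 without d 0 replicate 4 (0.54) or without d 124 replicate 4 (0.58). That of bta-miR-383 without d 0 replicate 1 (0.99) lies within 1 SD, but a library at the floor widens this SD, and the paper's value is over 1.5 times as large.

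For bta-miR-122 at d 92 against d 0 the paper's value is 6.719, given as 6.72-fold in its text, and the log2 fold change here is 1.47 (2.76-fold on the linear scale). At d 124 against d 0 the paper's value is 3.832, given as 3.83-fold in its text, and here it is 0.48 (1.40-fold). For bta-miR-2411 the paper's values are -1.647 at d 92 and -1.561 at d 124, and here they are 0.11 and -0.11. For d 124, the paper's value for bta-miR-505 is 1.258 and here 0.16. For bta-miR-1248-1 the paper's value is 1.089 and here 0.23. For bta-miR-362-5p the paper's value is -1.292 and here -0.60. Under each of the 18 alternatives set before the data were examined, these values differ from the paper's as well when the paper's are read as log2.

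As linear folds, the paper's values for bta-miR-505, bta-miR-1248-1 and bta-miR-362-5p (1.258, 1.089 and -1.292) would not reach its own minimum of 1.3-fold. That argues against the linear reading for these 3. Their log2 values under that reading are 0.33, 0.12 and -0.37, within 1 SD of those here. This held with the same sign under 16, 18 and 17 of the 18 alternatives. The exceptions were bta-miR-505 without d 0 replicate 2 and without d 124 replicate 4, where the gap stayed within 1 SD but the sign changed, and bta-miR-362-5p without d 0 replicate 1, where the gap was over 1 SD. For bta-miR-122 at d 92 the linear reading gives 2.75, and the gap of 1.28 to the value here lies within 1 SD (1.57), though the folds, 6.719 and 2.76, are 2.43 times apart. The gap stayed within 1 SD under 15 of the 18 alternatives, and not without d 0 replicate 2, d 0 replicate 3 or d 92 replicate 4. At d 124 the linear reading gives 1.94 for bta-miR-122, which lies within 1 SD only without d 124 replicate 1. For bta-miR-2411 it gives -0.72 at d 92, within 1 SD under 0 of the 18, and -0.64 at d 124, within 1 SD only without d 0 replicate 1 or d 124 replicate 1. As a ratio of mean linear values, chosen after the values were seen, the log2 fold change of bta-miR-122 was 2.26 at d 92 and 0.35 at d 124.

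The paper states 8 miRNAs as higher and 7 as lower at d 124 against d 0. With limma's unadjusted p under 0.05 and a change of 1.3-fold or more, 5 were higher and 28 lower here. The paper's methods name an analysis of variance by time for the sequencing. The paper lists bta-miR-2411 as lower at both times, while here it was lower in 2 of 4 steers at d 92 and in 3 of 4 at d 124. The paper also gives bta-miR-122 as higher at both times by P under 0.05, and here the exact permutation test gave p = 0.257 and p = 0.543. The paper's text names miR-326-5p where its Table 5 lists bta-miR-362-5p.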

Other observations

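The counts over splits of the libraries, the fit on all small RNA features, the tests within steers and the comparison of biopsy sites were chosen only after the results were seen.

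Of the 33 miRNA features past the paper's criterion at d 124 against d 0, 28 were lower, while over all small RNA features 43 were higher and 38 lower. Among the 368 miRNA features tested, the largest fall was that of bta-miR-449a, at -1.68 (log2). In the test over 3 times, 18 features had an unadjusted p under 0.05 in limma, where 18.4 are expected by chance, and 38 of 100 random splits gave as many. Exchanging the times only within each steer, 20 of 100 gave as many. For the count of 0 at an adjusted p the comparison is void, since any split reaches 0 (100 of 100). The largest rise at d 92 against d 0 was that of the feature MI0009750, at 2.13 (log2), chosen after its values were seen, and at d 124 against d 92 the same feature fell by 1.85.

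The 9 features that passed the criterion in the same direction at d 92 and at d 124 against d 0 exceed the mean of 3.93 in simulations where features vary independently. Features that vary together in real libraries could give more, and 11 of 100 random splits of the 12 libraries gave 9 or more. These splits can gather the libraries of 1 steer in a group, and gave up to 33. Exchanging the times only within each steer, which keeps the pairs, 4 of 100 gave 9 or more, with a median of 2 and at most 10. The splits that keep the pairs fit the design better but were run after the other count was seen, and the counts lie on both sides of a share of 0.05. Whether chance can be excluded therefore depends on the splits compared. With log2(value + 0.1), 3 features were shared. A change with time-on-concentrates stays open, as untested, and so does any difference of the d 0 libraries that both comparisons use.

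The features bta-miR-196a-1, bta-miR-196a-2 and bta-miR-196b were lower at d 124 than at d 92 in 4 of 4 steers, by a mean of -0.62, -0.59 and -0.44 (log2). The changes of single steers ran from -1.28 to -0.22, from -1.13 to -0.33 and from -1.08 to -0.073, so single libraries weigh on these means. Between libraries taken without their steer, the mean differences were not larger than the spread (two-sided exact permutation tests, p = 0.457, p = 0.400 and p = 0.400). With the pairs kept, 2 of the 16 ways to exchange the times within steers gave a difference as large for each feature, in either direction, the fewest that 4 steers allow, so this test cannot reach a p under 0.05 here. In limma with the steer as a replicate block, 0 miRNA features had an adjusted p under 0.05 in this comparison and 6 passed the paper's criterion. The biopsies of d 124 came from the 12th rib and those of d 92 from the 11th. Their neighbours in the annotation of ARS-UCD2.0 are HOX genes, so a difference in the place of the biopsy may contribute to any fall. The difference of bta-miR-196a-1 between d 92 and d 0, both from the 11th rib, was -0.83. It ran from -1.84 to 0.63 by steer and was lower in 3 of 4 steers (two-sided exact permutation test, p = 0.229). Side and time change together there, and the explanations cannot be told apart by these libraries.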
